A study of Mus musculus with 8 samples. Its data were reported in "MYTHO is a novel regulator of skeletal muscle autophagy and integrity" (2023).

How the data were processed

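Gene expression was measured in gastrocnemius (GAS) muscle of male C57/Bl6j mice at 14 weeks of age, 3 weeks after an intramuscular injection of an adeno-associated virus (AAV). One virus carried a short hairpin RNA against the transcript that codes for MYTHO (AAV sh-RNA MYTHO), and the other carried a scrambled hairpin (AAV sh-RNA scrmb). Per the labels, 4 samples belonged to each group, giving 8 arrays. RNA was extracted with Trizol, labelled with biotin and hybridised to Clariom S Mouse arrays, which carry short probes grouped into gene-level probe sets.

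The authors deposited log2 signals that the Transcriptome Analysis Console version 4.0.1 computed with default settings. Per the file headers, the method was SST-RMA at gene level, in which probe brightness is corrected for background, transformed to a common signal space, quantile normalized across arrays and summarised by median polish. Annotation release 36 on the mouse build mm10 was used. The deposited log2 signals are rounded to 2 decimals and run from 2.38 to a ceiling of 19.93. A probe set at that ceiling is saturated, and its log2 signal is only a lower bound. In total, 18 probe sets were saturated on all 8 arrays and 3 on 1 array each. The authors also deposited group averages in log2, a signed fold change, a p-value and a false discovery rate for each probe set. Their group averages are not the arithmetic means of the arrays, and 5369 probe sets differed by more than 0.1 in the MYTHO group, so folds computed here differ from theirs. The p-values in the authors' deposited table had a Spearman correlation across probe sets, which are not independent replicates, of 0.9999 with those of an unpaired limma fit and 0.989 with those of a fit blocked on animal. Their fold ratio and p-value columns were used only where the authors' deposited table is named.

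All computation here started from the log2 signals. The table held 22206 probe sets, no control probe sets, 3 rows without a gene symbol and 836 rows naming several genes. Genes were matched by the symbols in the file, then by the synonyms of the RefSeq table for GRCm38.p6, the same assembly as mm10. All 24 study-named genes were matched. Such a row, or a row of near-identical gene copies, cannot separate the genes it names. The study refers to a supplement for the target sequence of the hairpin vector that it electroporated. Its text gives no sequence for the AAV hairpin. No hairpin or probe sequences were used here. Off-targets of the hairpin and cross-hybridisation of probes were therefore not examined, for *Exoc4* or the other genes named. The groups were compared with limma version 3.58.1 in R version 4.3.3, using lmFit and eBayes with default settings, on MYTHO minus scrmb and without a block, as the array analysis of the study is described without a pairing term. The tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method over all probe sets. Counts used the threshold of the study, a change of at least 2-fold with an unadjusted p under 0.05, and an adjusted p under 0.05. For the targeted gene, an exact permutation test over the 70 relabellings of the arrays was also run. The precision of every value is limited by the number of arrays, 4 per group.

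The choice of tests, gene lists, most alternatives and the rule for naming genes was made before the data were examined. By that rule, the 5 genes with the highest and the 5 with the lowest log2 fold change were named among those with an adjusted p under 0.05 and no overlap between the groups. Where fewer than 5 qualified, the direction was filled with genes of at least 2-fold change and an unadjusted p under 0.05 under the same rule on overlap. The targeted gene and 24 genes in 3 lists named by the study, on growth, proteolysis and myosin, were added. A gene with several probe sets was represented by the one with the highest mean log2 signal. In addition, 13 lists of genes were tested with limma's camera at its preset inter-gene correlation of 0.01 and adjusted over the 13 lists: autophagy, proteasome, regeneration, macrophage, T cell, interferon, oxidative, ATF4, matrix, slow fibre, blood, adipocyte and Schwann cell genes. The last 4 are checks on which tissue was sampled.

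Alternatives were quantile normalization, median centring of each array, keeping the upper 75% or the upper 50% of probe sets by mean signal, eBayes with trend and robust, array weights, 1 probe set per gene symbol, a fold minimum of 1.5, an adjusted p of 0.1, fry or camera with an estimated correlation, and leaving out each array. The study injected the scrambled virus into the leg opposite the MYTHO virus, and the column names carry an animal number that occurs once in each group, so same-numbered arrays come from one animal. The animals are called A to D here. The replicate numbers of the labels could not be tied to columns, so the planned block on them was not run, and blocks on animal were added instead. Deviations from the group means correlated across probe sets by 0.00266, -0.00145, 0.135 and 0.0871 in animals A to D, so the pairing carried little shared variation.

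The fit was tested on simulated data made from the means and spreads of the 22206 probe sets of this comparison. Of 200 probe sets changed by known amounts, 192 were recovered at an adjusted p under 0.05, with 16 false calls. The known amounts were at least 2 in log2, larger than most changes counted here, so recovery of smaller changes was not tested. Values were drawn independently for each probe set, so correlation between genes was not modelled. With the slow-fibre list alone shifted, camera called 2 of the 13 lists, the shifted list included.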

Results

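The data comprised 8 arrays of GAS muscle, 4 from AAV sh-RNA scrmb and 4 from AAV sh-RNA MYTHO, taken 3 weeks after viral transduction. Median log2 signals lay between 6.39 and 6.47 on all arrays. Correlations across probe sets, which are not independent replicates, ran from 0.981 to 0.986 within groups and from 0.972 to 0.988 between groups. The first principal component held 28.3% of the variance. On it, the scrmb array of animal D scored 3.31, above the other scrmb arrays at -25.7, -30.8 and -45.4 and below the MYTHO arrays at 11.7 to 40.4.

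The first question was whether the hairpin lowered its target. *Mytho* is listed as D230025D16Rik (Entrez gene 234678), a protein-coding gene on chromosome 8 from 105225146 to 105253053 in GRCm38.p6. Its log2 signal was 11.35, 11.31, 10.78 and 11.05 in the scrmb arrays of animals A to D, and 8.16, 8.20, 8.80 and 8.08 in the MYTHO arrays. The means were 11.12 ± 0.26 (SD, n = 4) and 8.31 ± 0.33 (SD, n = 4). The log2 fold change was -2.81 with a standard error of 0.21, and the limma adjusted p was 0.00044. This left 14.2% of the scrmb signal, with lower values in all 4 animals. An exact two-sided permutation test gave p = 0.0286, the smallest value that 4 against 4 arrays allow. This test ignored the pairing of legs by animal, and relabelling within 4 animals alone cannot give an exact p under 0.05. The authors' deposited table lists a fold change of -8.07 for this gene. The alternative that moved the value most was leaving out the MYTHO array of animal C, at -2.98.

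The second question was which genes changed. At the threshold of the study, limma counted 58 probe sets higher and 277 lower in MYTHO muscle. The authors' deposited table holds 84 higher and 316 lower at the same threshold, of which 46 and 231 were also counted here. The alternative that moved the counts most was a fold minimum of 1.5, with 546 higher and 1107 lower. Leaving out the scrmb array of animal D gave 98 higher and 484 lower. The number of probe sets whose groups did not overlap was 575 higher and 860 lower, 6.46% of all, where chance gives 2.86%.

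The 277 lower probe sets were unevenly spread over the genome. The Y chromosome held 82 of them among its 219 probe sets, and chromosome 5 held 40. Predicted or RIKEN symbols made up 207 of the 277, against 2568 of the 22206 probe sets on the array. Among the lower probe sets, 66 shared identical values with another probe set, so the 277 held 236 distinct profiles. None of the 58 higher probe sets had such a copy. Signals of these near-identical copies cannot be assigned to single genes.

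After adjustment, limma called 2 probe sets higher and 4 lower, all with at least a 2-fold change. The authors' deposited table also holds 2 higher and 4 lower at a false discovery rate under 0.05. At an unadjusted p under 0.05 there were 1068 higher and 1683 lower. With animal as a block, limma called 1 higher, *Mybph*, and 1 lower, D230025D16Rik. With eBayes trend and robust the counts were 30 higher and 130 lower. Leaving out the 18 saturated probe sets, an alternative chosen after the data were seen, gave 5 higher and 55 lower.

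Of the higher genes, *Aes* rose from 16.59 ± 0.30 (SD, n = 4) to 18.14 ± 0.23 (SD, n = 4), a log2 fold change of 1.55 with a limma adjusted p of 0.0373. *Tfrc*, the transferrin receptor, rose from 12.63 ± 0.22 (SD, n = 4) to 13.91 ± 0.14 (SD, n = 4), a log2 fold change of 1.28 with a limma adjusted p of 0.0464. Both were higher in 4 of 4 animals, which the naming rule on overlap ensures. With animal as a block the limma adjusted p was 0.156 for each. Over all alternatives it ran from 0.000245 to 0.218 for *Aes* and from 0.00155 to 0.218 for *Tfrc*, and of the fits without 1 array, both passed only without scrmb D. *Mybph*, *Actc1* and *Krtcap2* completed the rule with log2 fold changes of 2.96, 1.57 and 1.46 and limma adjusted p of 0.0609, 0.112 and 0.103. Only *Mybph* among these 3 passed with animal as a block, at 0.0156.

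Of the lower genes, *Exoc4*, a subunit of the exocyst, fell from 14.71 ± 0.32 (SD, n = 4) to 13.18 ± 0.12 (SD, n = 4), a log2 fold change of -1.52 with a limma adjusted p of 0.0373. *Speer4b* fell from 8.51 ± 0.53 (SD, n = 4) to 6.69 ± 0.22 (SD, n = 4), a log2 fold change of -1.82 with a limma adjusted p of 0.0464. Both were lower in 4 of 4 animals, which the naming rule on overlap ensures. With animal as a block the limma adjusted p was 0.156 for *Exoc4* and 0.158 for *Speer4b*, and over all alternatives it ran from 0.000451 to 0.218 and from 0.00803 to 0.218. Of the fits without 1 array, both passed only without scrmb D. Gm21732 and Gm21773, both on the Y chromosome, completed the rule at -2.49 and -2.46 with limma adjusted p of 0.0767 and 0.0609. *Speer4b* and both Gm genes belong to families with many similar copies. The remaining call was a probe set of Gm16513 at -1.45, with a limma adjusted p of 0.0373 and of 0.156 with animal as a block, named because it was counted, after its values were seen. The probe set with the highest signal for Gm16513 changed by -1.28, with a limma adjusted p of 0.0780, so the probe sets of this gene differed in call.

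**Figure D1:**
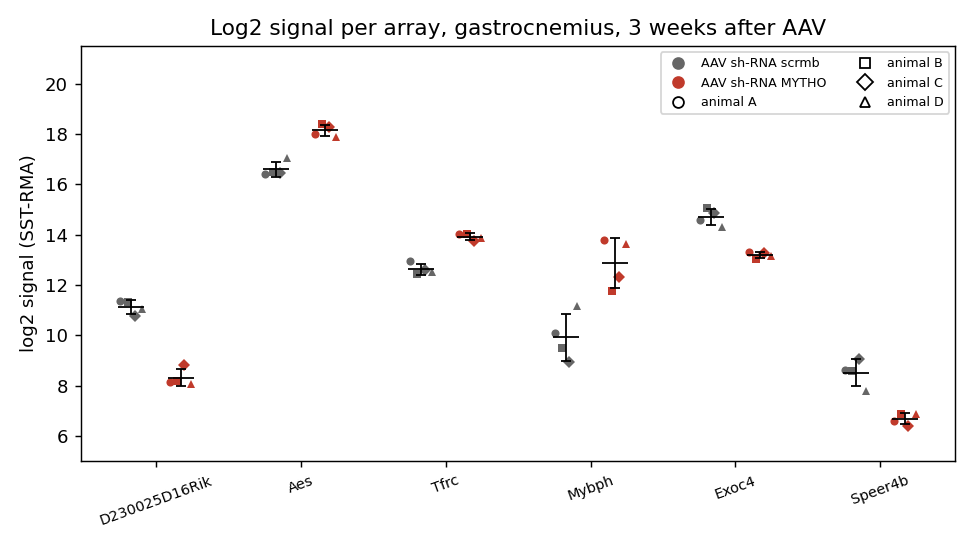
Log2 SST-RMA signal (y axis) of 6 genes (x axis) on the 8 arrays, with grey symbols for AAV sh-RNA scrmb, red symbols for AAV sh-RNA MYTHO, 1 symbol shape per animal, and black bars for the mean and SD of 4 arrays. The groups do not overlap for any of the 6 genes, which the naming rule required, and D230025D16Rik lies between 8.08 and 8.80 in MYTHO arrays.

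The third question concerned genes that the study named at its later time point or measured by other methods. None of the 24 reached a limma adjusted p under 0.05 over all probe sets, and 6 had an unadjusted p under that value. Adjusted over the list alone, 2 passed. These were *Mybph*, with a log2 fold change of 2.96 and a limma adjusted p over the list alone of 0.00211, and *H19*, at 1.18 and 0.0105. The *H19* probe set also names a microRNA within it. With animal as a block, *Igf2* at 0.75 and *Lmcd1* at 1.04 passed as well, with limma adjusted p over the list alone of 0.0277 and 0.0445, and *Mybph* passed over all probe sets. *Igf2*, *Mustn1*, *H19*, *Mybph* and *Lmcd1* were each higher in 4 of 4 animals. *Mt1* and *Mt2* rose by 0.54 and 0.49 and *Mstn* fell by 0.44, changes within the spread between arrays.

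The 11 proteolysis genes had a median log2 fold change of -0.10, and none had an unadjusted p under 0.05. *Retreg1*, listed under its older symbol Fam134b, fell by 0.35 with no overlap between groups, and the limma adjusted p over the list alone was 0.210. *Trim63* fell by 0.49 and *Fbxo32* by 0.19, and the limma adjusted p over the list alone was 0.280 and 0.629. Among the myosin genes, *Myh8* and *Myh4* were saturated on all 8 arrays and gave no comparison. *Myh2*, saturated on 1 MYTHO array, had a log2 fold change of 0.52 with a standard error of 0.33, and was higher in 2 of 4 animals. Saturation makes 0.52 a lower bound for these arrays only. The limma adjusted p over the list alone was 0.333, so no rise was established. *Myh1* rose by 0.70 and *Myog* by 0.65, both with a limma adjusted p over the list alone of 0.0979.

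The last question was whether groups of genes shifted together. With camera, 5 of the 13 lists passed an adjusted p under 0.05. Oxidative genes were higher with a median log2 fold change of 0.27 (camera adjusted p 2.57e-06), and the list mean was higher in 3 of 4 animals. The difference in that mean was 0.79 and 0.62 in animals B and C, but 0.06 in animal D and -0.14 in animal A. Animals B and C also had the largest differences in the slow-fibre list, and whether the 2 lists moved for the same reason was not tested. Slow-fibre genes were higher by 1.46 (camera adjusted p 1.12e-05), and 6 of the 8 were among the 58 higher probe sets. Their list mean was 11.11 ± 0.82 (SD, n = 4) in scrmb and 12.62 ± 1.38 (SD, n = 4) in MYTHO. The difference was 1.14, 2.28 and 2.59 in animals A, B and C, but 0.005 in animal D. Proteasome genes were lower by a median of -0.20 in log2 fold change (camera adjusted p 0.000103), with the mean lower in 4 of 4 animals. Regeneration and autophagy genes were higher by 0.33 and 0.11 (camera adjusted p 0.00182 and 0.0245), with the means higher in 4 of 4 animals. Autophagy genes did not pass after quantile normalization, at a camera adjusted p of 0.0653. One regeneration gene, *Myh8*, was saturated. None of the 5 passed under fry, where the lowest adjusted p was 0.218, or under camera with an estimated correlation, where each was 0.504. Camera at its preset also called lists in most other splits of the arrays into 4 and 4, and 7 lists in 1 of them. Its p-values therefore overstate the evidence and cannot be taken at face value.

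The other 8 lists did not pass. The camera adjusted p was 0.208 for interferon, 0.297 for blood, 0.427 for T cell, 0.468 for macrophage, 0.651 for ATF4, 0.660 for matrix, 0.701 for adipocyte and 0.914 for Schwann cell genes. Their median log2 fold changes ran from -0.10 to 0.26. The adipocyte list had a median of -0.10 and a mean of 0.02, so these differ in sign.

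**Figure D2:**
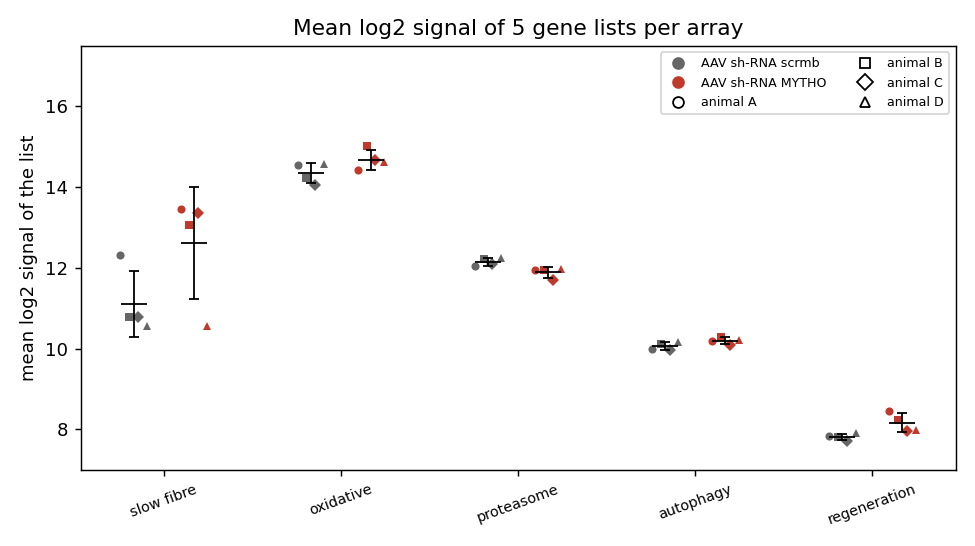
Mean log2 signal (y axis) of the 5 gene lists that passed camera (x axis) on each array, with grey symbols for AAV sh-RNA scrmb, red symbols for AAV sh-RNA MYTHO, 1 symbol shape per animal, and black bars for the mean and SD of 4 arrays. In the slow-fibre list the MYTHO array of animal D, at 10.56, lies with the scrmb arrays.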

Values the study reported

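The study reported that the array covered 21,981 mouse genes. For GAS muscle, its text gave 161 genes as upregulated and 53 as downregulated by more than 2-fold with p < 0.05, in the passage on the muscles taken after 12 weeks.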

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

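The tests of sample swaps and of the slow-fibre list were chosen after the results were seen, and the check of array quality was not. In 90 groups of 4 arrays, covering the named genes, the list means and the array medians, 9 had 1 array whose gap to the nearest other, as a share of the range, was over Dixon's critical value for 4 samples. Chance alone gives about 1 in 20.

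In MYTHO muscle, animal C stood apart in 3 measures. Its D230025D16Rik signal was 8.80 against 8.08 to 8.20 in the other MYTHO arrays (gap share 0.833). Its Gm21773 signal was 7.93 against 9.56 to 9.89 (0.832), and its proteasome list mean was 11.69 against 11.95 to 11.97 (0.924). In scrmb muscle, animal D was apart for *Aes* at 17.04 against 16.42 to 16.47 (0.919) and for *Psmb7* at 15.06 against 14.47 to 14.57 (0.831). Animal A was apart for *Igf2* at 9.85 against 9.26 to 9.33 (0.881) and for *Mstn* at 13.66 against 14.33 to 14.41 (0.893). A swap between the groups is argued against, since the lowest scrmb signal of D230025D16Rik was 10.78 and the highest MYTHO signal 8.80. Lower array quality stays open, because the lowest mean correlation of an array with its own group, in scrmb A, was 0.982 and the arrays differed too little to decide. Differences between animals or legs, such as the reach of the injection, were not tested.

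The slow-fibre list was apart in both groups. In scrmb, animal A lay at 12.33 against 10.56 to 10.80 (gap share 0.865). In MYTHO, animal D lay at 10.56 against 13.07 to 13.47 (0.864). All 8 slow genes were lowest in animal D among the MYTHO arrays, and 7 of 8 were highest in animal A among the scrmb arrays. A candidate explanation is that the pieces of GAS differed in their share of slow fibres, but this could not be decided. Animal D was singled out from the mean of the same 8 genes, so finding all 8 lowest there does not test it, and a shared regulation of the same genes by the knockdown would also move them together. The depth of the knockdown does not separate animal D, whose *Mytho* signal of 8.08 was the lowest of all, but 4 arrays are too few to decide.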

How the results depend on the processing

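Blocks on animal, the fit without saturated probe sets, trend or robust alone, 1 probe set per identical profile and the fit without copy-rich families were chosen after the data were seen. The *Mytho* log2 fold change kept its sign and its call under all 17 alternatives, from -2.98 to -2.74 without single arrays and from -2.85 to -2.77 otherwise, where the limma adjusted p ran from 5.04e-06 to 0.0156.

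At the study threshold, the counts of 58 higher and 277 lower moved by over 1.5 times with a fold minimum of 1.5 (546 and 1107) and, for the lower count, without the Y chromosome and copy-rich families (77, with 57 higher). Without single arrays the higher count ran from 34 to 109 and the lower from 208 to 484. The higher count was 109 without scrmb A, 38 without scrmb C, 98 without scrmb D, 34 without MYTHO B and 104 without MYTHO D. The share of lower calls was 82.7%, 79.6% after quantile normalization and 75.3% after median centring.

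The count after adjustment was the least stable. In place of 2 higher and 4 lower, limma called 5 and 39 after median centring, 30 and 130 with trend and robust, 14 and 56 with trend alone, 5 and 56 with robust alone, 5 and 55 without saturated probe sets, 4 and 37 with 1 probe set per identical profile, 1 and 2 with 1 probe set per gene symbol, 2 and 2 without copy-rich families, and 8 and 77 at an adjusted p of 0.1. Leaving out scrmb D gave 14 higher and 140 lower, and leaving out any other array gave 0 higher and 1 lower, so single arrays decide this count. The cause was not tested, except that the prior degrees of freedom of limma rose from 5.89 to 7.67 without saturated probe sets, to 7.43 after median centring and to 7.56 with 1 probe set per identical profile.

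With the replicate block by animal, limma called 1 higher and 1 lower after adjustment, and 4 and 30 with animal as a random block. The block moved the study-named genes past the adjustment over the list alone from 2 to 4, and over all probe sets from 0 to 1. It removed the calls of *Aes*, *Tfrc*, *Speer4b*, *Exoc4* and the probe set of Gm16513 (limma adjusted p from 0.156 to 0.158), and added *Mybph*. Among the named genes, the random block added *Mybph* and Gm21773. The planned block on the replicate number of the labels was not run, and camera was not run with a random block.

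Among the study-named genes, trend and robust gave 4 over the list alone, and 1 over all probe sets, as did median centring, the random block and the fit without saturated probe sets. Without single arrays the counts ran from 2 to 5 and from 0 to 1. They were 5 without scrmb A and 4 without MYTHO C or MYTHO D over the list alone. The number of lists past camera was 5, against 3 in the upper 50% of probe sets and 0 with fry or an estimated correlation. Without single arrays it ran from 4 to 6, with proteasome, regeneration, oxidative and slow fibre past in all 8 and autophagy in 5. Autophagy lost its call without scrmb A (camera adjusted p 0.0943), scrmb C (0.0843) or MYTHO D (0.0779), after quantile normalization (0.0653) and in the upper 50% (0.126), where regeneration lost it too (0.166). Interferon gained a call without MYTHO B (0.0184).

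Signs reversed only where neither value was called. Without single arrays, the log2 fold change ran from -0.224 to 0.055 for *Sqstm1*, from -0.175 to 0.0283 for *Psmb6*, from -0.158 to 0.0383 for *Psmb7*, from -0.263 to 0.0175 for *Psmg2* and from -0.327 to 0.0367 for *Fbxo32*. Camera changed direction for ATF4 in the upper 75% of probe sets (adjusted p 0.961) and for macrophage in the upper 50% (0.880). It also did so without 1 or more of the arrays for Schwann, adipocyte, matrix and blood genes, whose adjusted p without single arrays ran from 0.446 to 0.970, from 0.0538 to 0.890, from 0.0695 to 0.910 and from 0.0943 to 0.904. The cause was not tested. Of 773 values for named genes and single lists under alternatives, 688 kept their direction and side, 51 lost the call, 17 gained it and 17 reversed. Signals at the ceiling of 19.93 bound what can be measured for the most abundant transcripts.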

Other observations

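All tests in this part were chosen after the results were seen, except the counts of other splits of the arrays, the check on scaling between arrays and the counts with 1 probe set per gene symbol.

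More probe sets were lower than higher, and most lower ones came from families of many similar gene copies. Among 11 families taken whole, with 2256 probe sets, 200 probe sets were lower and 1 higher at the study threshold, against 77 lower and 57 higher elsewhere. Outside both the families and predicted genes, 28 were lower and 53 higher. The median log2 fold change was below 0 in all 11 families, and stayed so after quantile normalization and median centring. It was -0.88 for major urinary proteins, -0.58 for *Speer* genes, -0.63 for predicted genes on chromosome 14, -0.53 for those on chromosome 5, -0.19 for olfactory receptors and -0.28 for type 1 vomeronasal receptors. The Y chromosome family fell from 9.85 ± 0.37 (SD, n = 4) to 8.93 ± 0.36 (SD, n = 4).

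Several explanations are argued against. Counting identical profiles once left 236 lower. Quantile normalization left 261, but the deposited signals had already been quantile normalized. A second pass could change little, so an effect of the authors' scaling stays open. The dimmest 25% of probe sets held 12 lower and 0 higher ones, so a shift there can be a part, but 265 lower lay outside it. Loss of the Y chromosome is not the whole cause, since 195 lower lay outside that chromosome. For the Y probe sets themselves it stays open. The log2 fold changes of 4 expressed single-copy Y genes went both ways, -0.35 for *Ddx3y*, -0.16 for *Uty*, 0.34 for *Kdm5d* and -0.02 for *Eif2s3y*. The lowest of their 95% lower bounds was -0.73, above the mean of -0.93 for the Y family, but that mean had a 95% interval of -1.56 to -0.29, so 4 arrays per group are too few to decide. A candidate explanation is a shared signal that is not messenger RNA, such as genomic DNA carried through the extraction, which would be strongest in families with many copies and rank the arrays alike in each. In 8 of the 11 families animal C had the lowest of the MYTHO arrays, and in 11 of 11 animal D had the lowest of the scrmb arrays. A change of transcription shared by repeated genes would give the same ranking and stays open.

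The 18 saturated probe sets have no variance, and they acted on the adjusted counts through the variance prior of limma. Leaving them out raised the prior degrees of freedom from 5.89 to 7.67 and the calls from 6 to 60. Of the 55 lower calls, 37 were in the copy-rich families. The 6 calls with all probe sets remained among the 60. In the 35 splits of the 8 arrays into 4 and 4, only the real one gave 60 or more. At 1 of 35, chance can be excluded at 0.05 for this count where the pairing of legs by animal is ignored. Among the 8 splits that part both legs of every animal, it was 1 of 8, which cannot fall under 0.05.

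For the other counts, the real split of the arrays was set against the same 35. A total of 335 at the study threshold was reached by 1 split, the real one. Where the pairing is ignored, chance can be excluded, but narrowly, as the split that exchanged scrmb D with MYTHO A gave 329. The 277 in the larger direction was reached by 2 splits, the other of which was that same exchange and gave 309, the 6 adjusted calls by 2, the 2 study-named genes over the list alone by 3 and the 5 lists by 7, so chance is not excluded for these. Among the 8 splits that part both legs of all 4 animals, the real one alone reached the first 4 of these results and the count without saturated probe sets, and 2 reached 5 lists. The other 7 gave at most 208 probe sets at the study threshold, but 1 of 8 cannot fall under 0.05.

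The largest rise in the authors' deposited table was 16.33-fold, for *Tnni1*, a slow-fibre gene singled out after its values were seen. From the arithmetic means of the arrays the rise was 5.43-fold. The log2 means were 9.81 ± 1.28 (SD, n = 4) in scrmb and 12.25 ± 2.01 (SD, n = 4) in MYTHO, and the groups overlapped. As for all 8 slow genes, the lowest MYTHO signal of *Tnni1* was in animal D, so this fold depends on that array.

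The distinct gene symbols in the table numbered 21980. With 1 probe set per gene symbol, 58 were higher at the study threshold at 3 weeks. That is lower than the value quoted from the study above, which concerns a later time point. In the same count, 234 were lower. That is higher than the value quoted from the study above, for the same later time point.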
